A study of Zea mays with 9 samples.

How the data were processed

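The measurements were messenger RNA counts per gene in leaves of the maize (Zea mays) cultivar Golden Bantam. Per the labels, seedlings were grown in soil for 8 days, leaf 2 was cut, and a solution was drawn into the leaf tissue under a vacuum of 60 mbar. The solution held 2 mM salicylic acid (the SA group), 5 µM of the peptide Zip1 (the Zip1 group), or water with 0.1% dimethyl sulfoxide, the solvent DMSO (the mock group). Leaves were taken 6 h after infiltration, with 3 libraries per group and 9 in all. Whether the SA and Zip1 solutions also held DMSO is not stated. RNA was extracted with TRIzol and treated with DNase, poly-A RNA was selected, and first-strand synthesis was primed with random hexamers, per the labels.

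The authors deposited raw counts per gene in 1 column for each library, with no value pooled over replicates. The aligner, the counting tool, their versions, the genome build and whether counting used the strand are not stated in the labels or the headers. The table held 39756 genes, all marked as protein coding, of which 9125 had no count in any library. Every column was matched to a library by its name, and the number of columns with no library was 0. Gene identifiers, coordinates and the protein entry and Pfam domain paired with each gene were taken as the count table gives them. A protein entry names the most similar described protein, often of another species, and is not a maize gene symbol. A separate table of maize genes shared no identifier with the count table and was not used for names or positions.

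A further deposited file held FPKM values, that is, fragments scaled by gene length and library size, by its name. In that file, values of 1 or more had lost their decimal point: 160766 of 357804 cells, or 44.9%, held no usable point. The place of the point was restored from the count and length of the same gene and library, and the number of cells that could not be restored was 0. The restored values differed from counts per length and total by 1 factor per library, from 0.887 to 1.08, which ran with the inverse of the TMM factor (r = 0.995 over the 9 libraries). The FPKM values therefore already carried a scaling by the authors that the labels do not describe, and they served only for an alternative test.

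Differential expression was tested on the counts with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr on the 3 groups, which left 23078 genes, and libraries were scaled by TMM factors. The quasi-likelihood F test (glmQLFit and glmQLFTest with robust estimation) was fitted to all 9 libraries with the group as the only term, so that the groups shared one estimate of the spread. The 3 comparisons were SA against mock, Zip1 against mock, and Zip1 against SA. P-values were adjusted over all tested genes by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. The common dispersion was 0.118, a biological coefficient of variation of 34.4%. Standard errors of log2 fold changes were computed as the absolute log2 fold change over the square root of F and are approximate. Group means are normalised counts, scaled to the mean effective library size, with the SD over 3 libraries. A library at 3 counts or fewer was treated as at the floor. Where all libraries of the lower group were at the floor, the fold change is given as a lower bound computed against 3 counts. PCR duplicates were not marked by molecular identifiers, so this floor covers counting error only.

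Genes were named by a rule fixed before the data were examined, as were the groups, the tests, the keyword lists and the alternatives, unless stated otherwise. For each comparison, the 4 largest rises and 4 largest falls in log2 fold change were named among called genes with at least 50 normalised counts in the higher group, no overlap between the libraries of the compared groups, and a description. For the keyword sets, at most 2 members with the lowest unadjusted p in the comparison were eligible. The members named in the text were picked from these after their values were seen. The genes called in opposite directions were also chosen after their values were seen, because they were few. The gene of the Zip1 precursor PROZIP1 was to be named only from a match of the peptide to translated transcripts or from a description, and it is not analysed here. Where a gene overlapped another, or shared its protein entry with a neighbour, this is stated, because reads may have been divided between such genes in the authors' counting.

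Keyword sets of 5 to 449 tested genes were made for 18 gene families from words in the table's own descriptions. Words also matched genes outside a family: the ribosomal set held the export protein NMD3, ribosome assembly proteins and a photosystem I entry, the papain-like set the calpain DEK1 and ATG4B, and the subtilisin-like set inhibitors of subtilisin. Set names therefore stand for the words matched. They were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01 on log2 CPM with a prior count of 2, and adjusted over the 54 tests of 18 sets and 3 comparisons. The rotation test fry and camera with an estimated correlation were run beside it. Fold changes of SA and Zip1 share the mock libraries, so counts were also simulated from the mock means and the estimated dispersions. There were 20 draws for each of 3 cases: both treatments unchanged, SA as fitted with Zip1 unchanged, and Zip1 as fitted with SA unchanged. A treatment as fitted had its fitted fold changes, the largest capped, only in genes with an adjusted p under 0.05. All other genes were left unchanged.

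Library totals ran from 28841949 to 38797408 counts, a ratio of 1.35. The alternatives were edgeR's relative log expression factors, scaling by total counts, no filter, a minimum of 10 counts in every library, the Wald test of DESeq2 1.42.0, limma on log2(FPKM + 1) and log2(FPKM + 0.1), the replicate number as a block, fits on only the 6 libraries compared, an adjusted p under 0.01, a minimum log2 fold change of 1, and leaving out each library in turn. Membership of the keyword sets by protein entry name alone was added after the data were seen. The deviations of libraries from their group means were correlated across genes to see whether the replicate number, taken from the labels, pairs libraries. For SA and mock, the 3 same-numbered pairs had r from 0.130 to 0.164 and different numbers from −0.0969 to −0.0463, so that blocked counts are given beside that comparison. Deviations cancel within a group by construction, so positive r for the same number forces lower r for different numbers. The ranges are thus not independent. In the labels, libraries with the same replicate number also share a letter of the library code across all groups. The labels do not say what the letter or a shared number stands for. Apart from this letter, the pairing rests on these correlations alone. Other pairs are described with the alternatives.

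The tests were run first on simulated data, with 200 genes changed in SA by known factors. The changed genes had counts above a set minimum and changes larger than 1 on the log2 scale. Counts were drawn with edgeR's own dispersions, which can favour edgeR over DESeq2. Of the 200 genes, edgeR recovered 129 for SA against mock with 4 false calls among 22508 genes, and 130 for Zip1 against SA with 15 false calls. For the unchanged comparison of Zip1 with mock it made 0 calls. DESeq2 recovered 156 with 61 false calls and 160 with 51 among 22497 genes, and made 12 false calls in the unchanged comparison. For the set tests, a single random set was changed in Zip1, and camera and fry each recovered it in 2 of 2 comparisons with 0 false calls. Genes were drawn independently there, so this does not test the set calls where genes vary together. The decimal point was restored correctly in 100% of the simulated FPKM values of 3000 genes. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.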

Results

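Zip1 is a short signalling peptide of maize, a phytocytokine, that is cut from a larger precursor protein. Salicylic acid (SA) is a plant hormone of the response to pathogens. The series concerns the processing and release of Zip1, and its RNA sequencing compared leaf tissue infiltrated with SA, with the Zip1 peptide, or with the carrier alone (mock). There were 3 libraries in each group, all taken 6 h after infiltration, and 23078 genes were tested. The mock libraries held 31205247, 31928394 and 30245096 counts for replicates 1 to 3. The SA libraries held 28841949, 38797408 and 30738664 counts, and the Zip1 libraries 29430158, 32136991 and 30249046. The most abundant gene took between 2.93% and 4.0% of a library, and the 10 most abundant together took 9.58% to 12%. TMM factors lay between 0.910 and 1.10.

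No pair of libraries of one group agreed within counting noise, as 1 library deposited under 2 names would (chi-square per degree of freedom 49.3 to 108 over these pairs). The libraries were taken as replicates as the labels give them, and whether they came from separate plants was not tested. The correlation of log2 CPM within a group was 0.939 to 0.958. The first principal component held 32.2% of the variance and placed the SA libraries at scores of 60.0 to 99.0, the mock libraries at −68.2 to −45.2 and the Zip1 libraries at −39.5 to −21.4. The second component held 15.4% and placed the mock libraries at 26.2 to 47.4 and the Zip1 libraries at −73.5 to −34.0, with the SA libraries between −13.6 and 38.0. The labels give no sequencing batch that differs between the libraries.

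**Figure D1:**
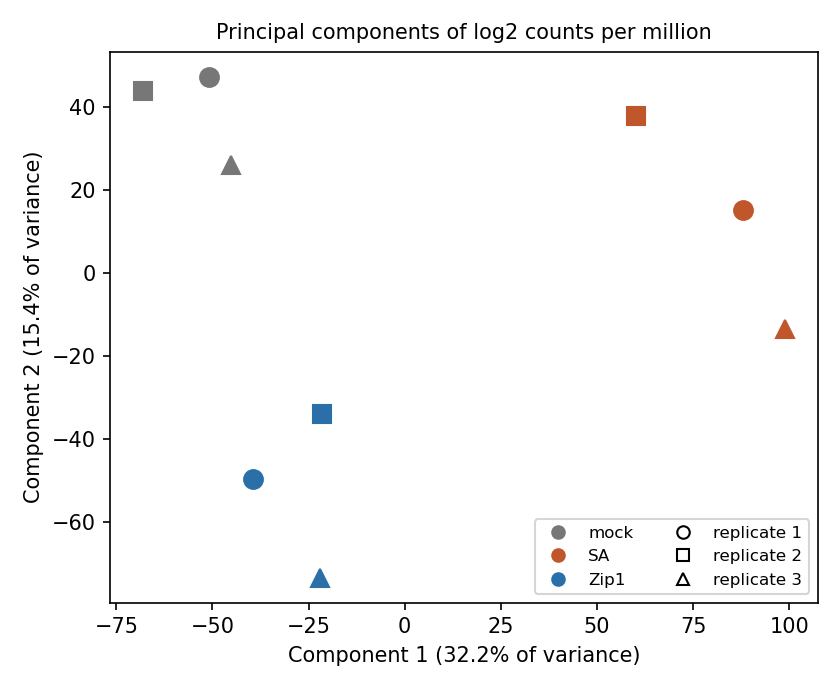
Scores of the 9 libraries on the first 2 principal components of log2 CPM, with the share of the variance on each axis, coloured by group and shaped by replicate number. The SA libraries lie at 60.0 or above on component 1, and the Zip1 libraries lie at −34.0 or below on component 2.

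The first comparison asked which transcripts SA changed against the carrier. In edgeR's quasi-likelihood test, 1436 genes (6.22%) had an adjusted p under 0.05, of which 1180 were higher and 256 lower with SA. A change of at least 1 on the log2 scale was seen in 994 of the higher and 159 of the lower genes. At an unadjusted p under 0.05 there were 4371 genes. An adjusted p under 0.01 gave 662 genes, the largest change as a ratio, and the DESeq2 Wald test gave 2450, the largest as a difference, of which 1434 were among the 1436. With the replicate number as a block, which pairs the SA and mock libraries, 2221 genes were called, 1541 higher and 680 lower, and 1403 of the 1436 were among them. The count fell to 887 without mock replicate 1, to 888 without mock replicate 2 and to 839 without SA replicate 3.

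The largest rises with SA by fitted log2 fold change were in genes with no or almost no counts in mock leaves, so that their folds are lower bounds. The rank does not follow from the bounds. The lower ones were exceeded by genes measured above the floor, such as Zm00001eb285470 at 118.6-fold. Zm00001eb312870, described as WRKY transcription factor WRKY76 (chromosome 7, 120042917 to 120045023, minus strand, build not stated), had 0.362 ± 0.627 normalised counts in mock and 7378 ± 3054 in SA (SD, n = 3), at least 2374-fold higher (adjusted p 0.000246). A second gene with the same description, Zm00001eb099460 (chromosome 2, 185569251 to 185570761, plus strand), had 0 counts in every mock library and 285 ± 92.3 normalised counts in SA, at least 91.6-fold higher (adjusted p 0.000275). Zm00001eb318580, UDP-glycosyltransferase 79 (chromosome 7, 146096773 to 146098587, plus strand), rose from 0.985 ± 1.71 to 4724 ± 2266, at least 1520-fold (adjusted p 0.00173). Zm00001eb430010, described as Myb-related protein Zm1 (chromosome 10, 142326261 to 142327341, plus strand), had 0 counts in all mock and all Zip1 libraries and 244.6 ± 48.5 in SA, at least 78.7-fold higher than mock (adjusted p 0.000461). It overlaps 1 other gene and shares its protein entry with 2 genes close by, so its count is uncertain. All 4 genes were called in each of the 9 fits that left out 1 library.

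The largest falls with SA included a pair of neighbouring genes on the minus strand of chromosome 5. Zm00001eb214870, described as a lysosomal beta glucosidase (7685666 to 7690077), had 3349 ± 2459 normalised counts in mock and 149.7 ± 37.3 in SA, a log2 fold change of −4.49 (SE 0.727, adjusted p 0.00610). Zm00001eb214880, beta-glucosidase BoGH3B (7700640 to 7703382), fell from 89.0 ± 75.6 to 1.79 ± 3.11, a log2 fold change of −5.62 (SE 1.31, adjusted p 0.0288). Its SA libraries held 0, 0 and 5 counts, so that the size of this fall is uncertain. It ran from −9.49 to −4.74 over the 9 fits that left out 1 library. The mock libraries of these genes differed widely among themselves. Zm00001eb214880 lost its call without mock replicate 2 (adjusted p 0.0948), without SA replicate 1 and without SA replicate 2, and with FPKM + 1 (adjusted p 0.130), the highest value over its alternatives. Zm00001eb078730, endochitinase A (chromosome 2, 35084623 to 35085927, plus strand), fell from 58.9 ± 33.6 to 3.78 ± 3.37 (log2 fold change −3.90, SE 0.804, adjusted p 0.0150), and 2 genes close by share its protein entry. It passed in all 9 fits that left out 1 library and lost its call in the fit on the 6 libraries compared (adjusted p 0.0509). Zm00001eb255490, transcription factor bHLH96 (chromosome 5, 217240465 to 217242391, minus strand), fell from 66.8 ± 18.9 to 4.59 ± 3.99 (log2 fold change −3.79, SE 0.823, adjusted p 0.0193). It lost its call without mock replicate 1 (adjusted p 0.0650) and without SA replicate 3.

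The second comparison asked which transcripts the Zip1 peptide changed against the carrier. Here 204 genes (0.884%) had an adjusted p under 0.05, 190 higher and 14 lower with Zip1, and 191 of them changed by at least 1 on the log2 scale. At an unadjusted p under 0.05 there were 2652 genes. The smallest adjusted p was 0.00489, and at an adjusted p under 0.01 the count was 4. The DESeq2 Wald test moved the count most upward, to 934, of which 712 were higher and 222 lower, and with the replicate number as a block there were 575, 472 higher and 103 lower. The count depended on single mock and Zip1 libraries. Without mock replicate 1 it was 0, with 2185 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.0647, without mock replicate 2 it was 41 and without mock replicate 3 it was 164. It was 117 without Zip1 replicate 1, 56 without Zip1 replicate 2 and 102 without Zip1 replicate 3.

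**Figure D2:**
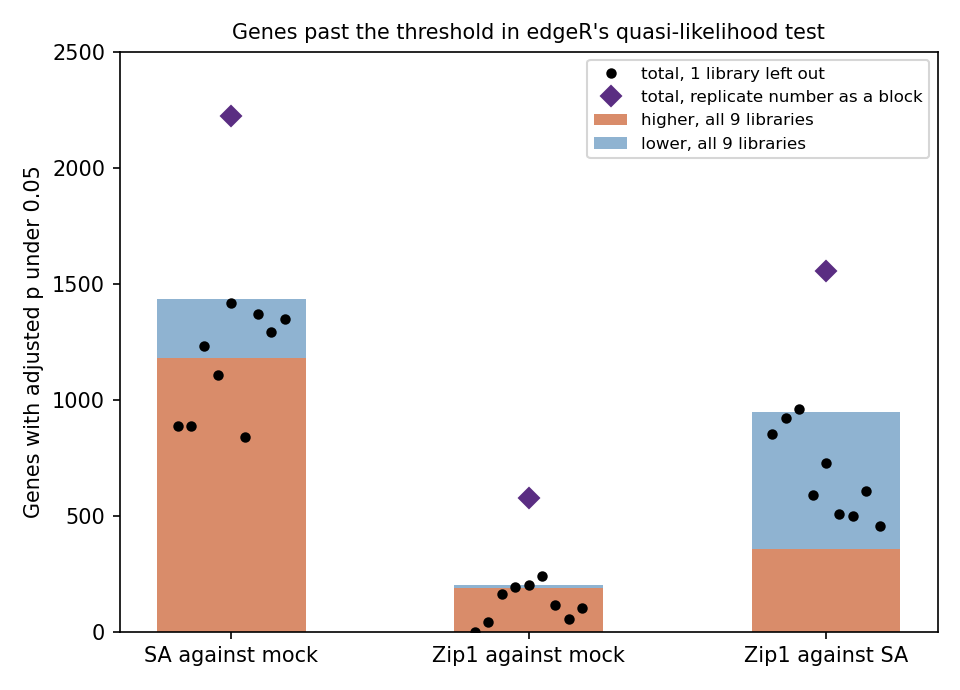
Number of genes with an adjusted p under 0.05 in edgeR's quasi-likelihood test for each comparison, as bars split into higher and lower genes. Black points are totals with 1 of the 9 libraries left out, which range from 839 to 1415 for SA against mock, from 0 to 243 for Zip1 against mock and from 456 to 960 for Zip1 against SA, and diamonds are totals with the replicate number as a block (2221, 575 and 1553).

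The gene with the smallest p for Zip1, Zm00001eb073030, was described as DMR6-LIKE OXYGENASE 1 (chromosome 2, 15774137 to 15777049, plus strand). It had 53.5 ± 21.4 normalised counts in mock, 821 ± 276 in Zip1 and 4991 ± 787 in SA (SD, n = 3). Its log2 fold change with Zip1 was 3.93 (SE 0.341, adjusted p 0.00489). It was called in 8 of the 9 fits that left out 1 library, and its adjusted p was 0.0647 without mock replicate 1. Zm00001eb106850, F-box protein At1g61340 (chromosome 2, 211765249 to 211766938, minus strand), had 0.348 ± 0.602 in mock and 72.1 ± 48.2 in Zip1, at least 23.2-fold higher (adjusted p 0.0170), and overlaps 1 other gene. The other named rises were in a pair of transporter genes. Zm00001eb189000, NRT1/PTR FAMILY 7.3 (chromosome 4, 167485457 to 167489305, minus strand), rose from 9.17 ± 5.69 to 168 ± 90.3 (log2 fold change 4.19, SE 0.652, adjusted p 0.0203). Zm00001eb048960, potassium transporter 21 (chromosome 1, 251518369 to 251522421, minus strand), rose from 9.29 ± 1.35 to 137 ± 71.5 (log2 fold change 3.87, SE 0.704, adjusted p 0.0338). Its mean in SA was 9.44 ± 8.09. Each of these genes lost its call without mock replicate 1, and the last passed in 3 of the 9 fits only, with an adjusted p of up to 0.162.

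The largest falls with Zip1 were smaller than the rises. A pair of genes near each other on the minus strand of chromosome 4 were among them. Zm00001eb165550, indolin-2-one monooxygenase (3850064 to 3852826), fell from 1484 ± 44.7 to 533 ± 39.3 normalised counts (log2 fold change −1.48, SE 0.252, adjusted p 0.0262). Zm00001eb165560, 3-hydroxyindolin-2-one monooxygenase (3890323 to 3892942), fell from 1535 ± 194 to 529 ± 220.1 (log2 fold change −1.54, SE 0.285, adjusted p 0.0371). The SA means were 744 ± 305 and 856 ± 109. The second of the pair overlaps another gene and has a neighbour with the same protein entry. Zm00001eb363370, vesicle-associated protein 2-2 (chromosome 8, 165617231 to 165636763, plus strand), and Zm00001eb118350, potassium transporter 22 (chromosome 2, 243066407 to 243070332, minus strand), had log2 fold changes of −1.47 (SE 0.246, adjusted p 0.0247) and −1.24 (SE 0.218, adjusted p 0.0303). Zm00001eb118350 overlaps another gene and has a neighbour with the same protein entry. All 4 falls were called in 4 of the 9 fits that left out 1 library. Without mock replicate 1 the first 3 named here had adjusted p-values of 0.120, 0.155 and 0.122, and the highest value for Zm00001eb118350 was 0.0988 without Zip1 replicate 3.

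Both treatments were set against the same 3 mock libraries. Of the 204 genes called for Zip1, 135 were also called for SA: 127 were higher with both treatments, 2 lower with both, and 6 went in opposite directions. The genes with the same direction made up 63.2% of the Zip1 calls. In simulated data in which 1 or both treatments had no effect, 20 draws for each case, at most 1 gene was called in the same direction and 0 in opposite directions. An unchanged treatment had at most 2 calls in a draw, so that these counts could hardly be larger and do not test the observed overlap. Without mock replicate 1 the count in both comparisons was 0, because it left no Zip1 call, and it was 26 without mock replicate 2. It was 89 without Zip1 replicate 1, 38 without Zip1 replicate 2 and 84 without Zip1 replicate 3. Of the 204 Zip1 genes, 179 (87.7%) had the same sign with SA. In data simulated with Zip1 as fitted and SA unchanged, the share was 59.1% (49.4% to 65.4%). Of the 1436 SA genes, 1241 (86.4%) had the same sign with Zip1, against 55.6% (52.9% to 59.1%) in data simulated with SA as fitted and Zip1 unchanged. Both simulated shares may be too low. The fold changes put into these draws were fitted against the real mock libraries and already held their chance deviations. The gaps therefore do not measure how much the shared mock libraries account for.

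Across all 23078 genes, which are not independent replicates, the log2 fold changes of SA and Zip1 had a Pearson r of 0.501 and a Spearman rho of 0.419. Simulated groups with no effect against the same mock libraries gave an r of 0.504 (SD 0.0101, 0.475 to 0.519) and a rho of 0.463. With SA as fitted and Zip1 unchanged r was 0.297 (0.269 to 0.310) and rho 0.407 (0.396 to 0.416), and with Zip1 as fitted and SA unchanged r was 0.461 (0.445 to 0.477) and rho 0.450 (0.438 to 0.461). The observed r was thus within the range for both treatments unchanged and above the ranges of the other cases, and the observed rho was above the range with SA as fitted and below the other 2 ranges. Among the alternatives that kept all libraries, the lowest r was 0.446, without a filter on low counts. The fits that left out 1 library ranged from 0.370 without Zip1 replicate 2 to 0.562 without mock replicate 3.

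**Figure D3:**
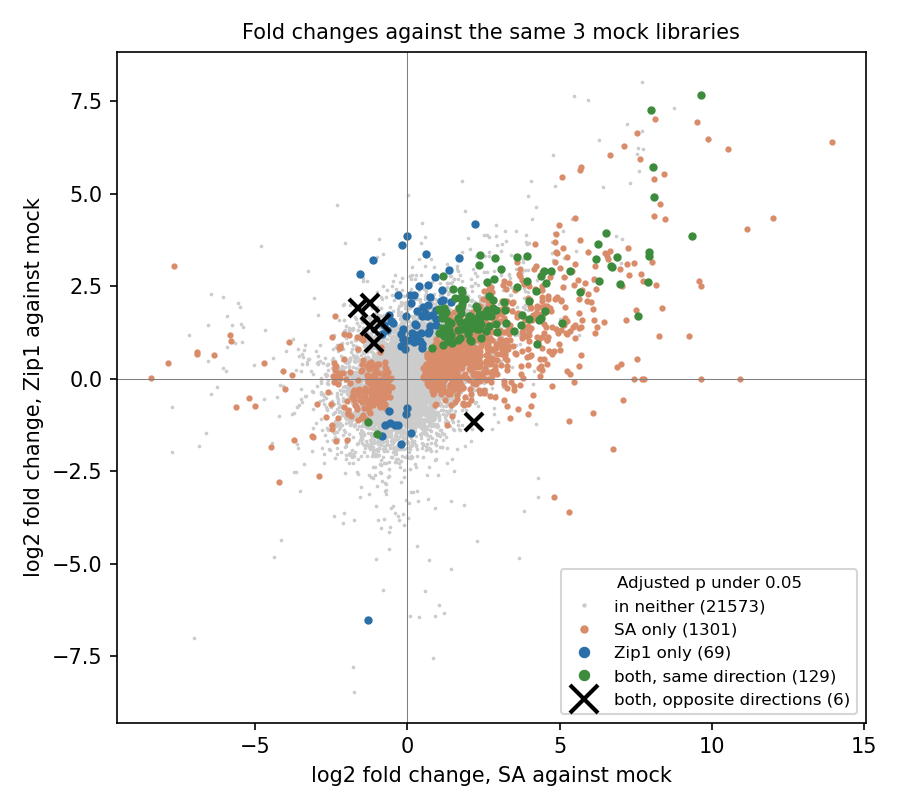
Log2 fold change of each of the 23078 tested genes with SA (horizontal axis) and with Zip1 (vertical axis), both against the same 3 mock libraries and coloured by which comparison had an adjusted p under 0.05. Of the 135 genes called in both, 129 lie in the quadrants of equal direction and 6 (crosses) in the others, and fold changes of genes near 0 counts in a group depend on the prior count.

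Among the 127 genes higher with both treatments, the median log2 fold change was 2.36 with SA and 1.73 with Zip1, and the fold with SA was the larger in 94. The direct test of Zip1 against SA called 42 of the 127 as higher with SA and 1 as higher with Zip1. A call in 1 comparison and not in the other did not by itself show a difference: of the 1301 genes called for SA only, 523 differed in the direct test, and of the 69 called for Zip1 only, 42 did. The median log2 fold change with Zip1 of the genes that were higher with SA only was 0.63. These genes were chosen for a rise over the same mock libraries, which can by itself raise this median. No value for an unchanged Zip1 was computed, so the median does not show a response to Zip1.

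The 6 genes called in opposite directions are shown in the plot of normalised counts. Zm00001eb322440, probable 5'-adenylylsulfate reductase 1 of the chloroplast (chromosome 7, 161352287 to 161355662, minus strand), had 1366 ± 272 normalised counts in mock, 6254 ± 854 in SA and 606 ± 157 in Zip1 (SD, n = 3). The other 5 were lower with SA and higher with Zip1. Among them, Zm00001eb141540, the acidic isoform of glucan endo-1,3-beta-glucosidase (chromosome 3, 154099387 to 154100765, plus strand), had 1608 ± 476 in mock, 692 ± 222 in SA and 6677 ± 1872 in Zip1. Zm00001eb047070, probable inorganic phosphate transporter 1-8 (chromosome 1, 242288483 to 242290940, plus strand), had 516 ± 76.6, 286 ± 68.5 and 1477 ± 64.7. Zm00001eb062900, NRT1/PTR FAMILY 5.6 (chromosome 1, 301039904 to 301042507, minus strand), had 182 ± 69.6, 59.8 ± 32.2 and 687 ± 143. The remaining 2 were Zm00001eb189920, described as a mitochondrial benzaldehyde dehydrogenase, and Zm00001eb196870, which has no protein entry. The direct difference between Zip1 and SA passed for all 6 genes in each of the 9 fits that left out 1 library, with log2 fold changes of −3.37 (adjusted p 8.16e-05) for Zm00001eb322440 and of 2.07 to 3.53 for the others. The calls against mock were less firm. Without mock replicate 1, the Zip1 calls of Zm00001eb141540 and Zm00001eb047070 were lost (adjusted p 0.0901 and 0.0785). That of Zm00001eb322440 (adjusted p 0.0451) was lost whichever library was left out, with values up to 0.173 without mock replicate 1. That of Zm00001eb189920 passed in 1 of the 9 fits, that of Zm00001eb062900 in 2 and that of Zm00001eb196870 in 4 (adjusted p up to 0.173 without mock replicate 1, 0.132 without mock replicate 2 and 0.125 without mock replicate 1). The SA call of Zm00001eb141540 (adjusted p 0.0381) passed in 4 of the 9 fits, with values up to 0.155 without SA replicate 3, and was lost with the replicate number as a block (adjusted p 0.0544). The SA call of Zm00001eb062900 also passed in 4, with values up to 0.144 without SA replicate 3, and was lost in the fit on the 6 libraries compared (adjusted p 0.102). Those of Zm00001eb047070 and Zm00001eb196870 passed in 6, with values up to 0.0906 without mock replicate 2 and 0.0704 without SA replicate 3. The SA calls of Zm00001eb322440 and Zm00001eb189920 passed in all 9.

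**Figure D4:**
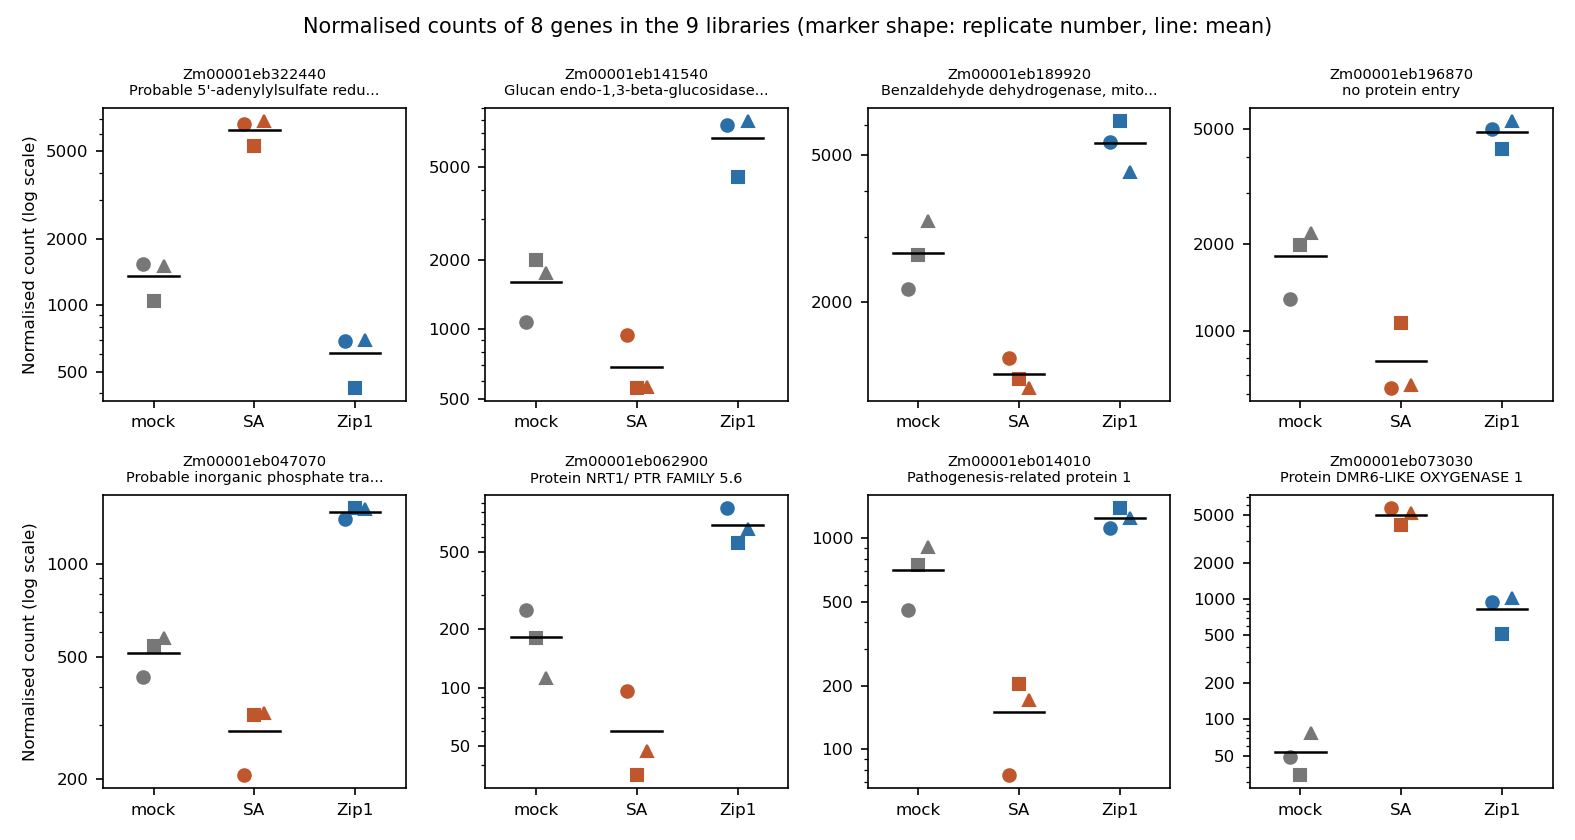
Normalised counts (log scale) of the 6 genes called in opposite directions with SA and Zip1, and of Zm00001eb014010 and Zm00001eb073030, in the 3 libraries of each group, with marker shape for the replicate number and a line at the group mean. In Zm00001eb322440 the SA libraries lie above and the Zip1 libraries below the mock libraries, and in the other 5 genes of opposite calls the Zip1 libraries lie above and the SA libraries below.

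The third comparison tested the treatments directly against each other. It gave 949 genes with an adjusted p under 0.05, of which 359 were higher and 590 lower with Zip1 than with SA, and 4020 at an unadjusted p under 0.05. Of the 949, 335 were called in neither comparison with mock. The DESeq2 Wald test moved the count most upward, to 2038, and an adjusted p under 0.01 most downward, to 297. The count was 590 without SA replicate 1, 509 without SA replicate 3, 498 without Zip1 replicate 1, 609 without Zip1 replicate 2 and 456 without Zip1 replicate 3. The largest fall by fitted log2 fold change was again in Zm00001eb430010, with 0 counts in every Zip1 library, at least 82.1-fold lower than SA (adjusted p 0.000984). This rank does not follow from the bound, since Zm00001eb285470, which was above the floor in both groups, was 95.6-fold lower. Zm00001eb185880, salutaridine reductase (chromosome 4, 152796229 to 152799019, plus strand), and Zm00001eb130740, with a Myb/SANT-like domain (chromosome 3, 58511975 to 58514016, plus strand), had 0 counts in every Zip1 library and 100.3 ± 22.4 and 50.5 ± 12 normalised counts in SA (SD, n = 3). They were at least 33.7-fold (adjusted p 0.00455) and at least 17-fold lower with Zip1 (adjusted p 0.00852), and 2 genes close to Zm00001eb185880 share its protein entry. Zm00001eb337720, monothiol glutaredoxin-S2, was at least 20-fold lower (adjusted p 0.0233) and was lost without SA replicate 1 (adjusted p 0.0843) and without each Zip1 library.

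Among the genes higher with Zip1 than with SA, Zm00001eb296500, with a DUF538 domain (chromosome 6, 177030097 to 177031280, minus strand), had 0 counts in every SA library, 25.1 ± 23.9 normalised counts in mock and 210.6 ± 113 in Zip1, at least 72.2-fold higher than SA (adjusted p 0.00528). Zm00001eb076180, cationic peroxidase SPC4 (chromosome 2, 26275877 to 26277476, minus strand), had 25.3 ± 13.3 in mock, 0.359 ± 0.621 in SA and 51.8 ± 23.8 in Zip1, at least 17.8-fold higher than SA (adjusted p 0.00562), and 3 genes close by share its protein entry. Both were called in all 9 fits that left out 1 library. Zm00001eb115450, with the Pfam domain of a family of meristem regulators, and Zm00001eb114290, obtusifoliol 14-alpha demethylase, passed in 1 and 3 of these fits and had adjusted p-values of 0.0435 and 0.0466 with all libraries, rising to 0.132 for both without Zip1 replicate 1.

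Of the 54 tests of keyword sets, 25 had an adjusted p under 0.05 with camera, 9 for SA against mock, 7 for Zip1 against mock and 9 for Zip1 against SA. Only 8 of the 25 also passed with fry, and with an estimated correlation the count was 0, with 7 tests at an unadjusted p under 0.05. The calls that held with fry were the WRKY factors, glutathione S-transferases, UDP-glycosyltransferases, heat shock proteins and the set of NPR1 and its interactors for SA against mock, and the heat shock proteins, NPR1 and its interactors and the secretory peroxidases for Zip1 against SA. All 25 medians kept their sign with relative log expression factors and with total counts. Fry also called the jasmonate set for SA against mock (adjusted p 0.0485) and the pathogenesis-related set for Zip1 against SA (adjusted p 0.0394), which camera did not (adjusted p 0.0901 and 0.107).

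**Figure D5:**
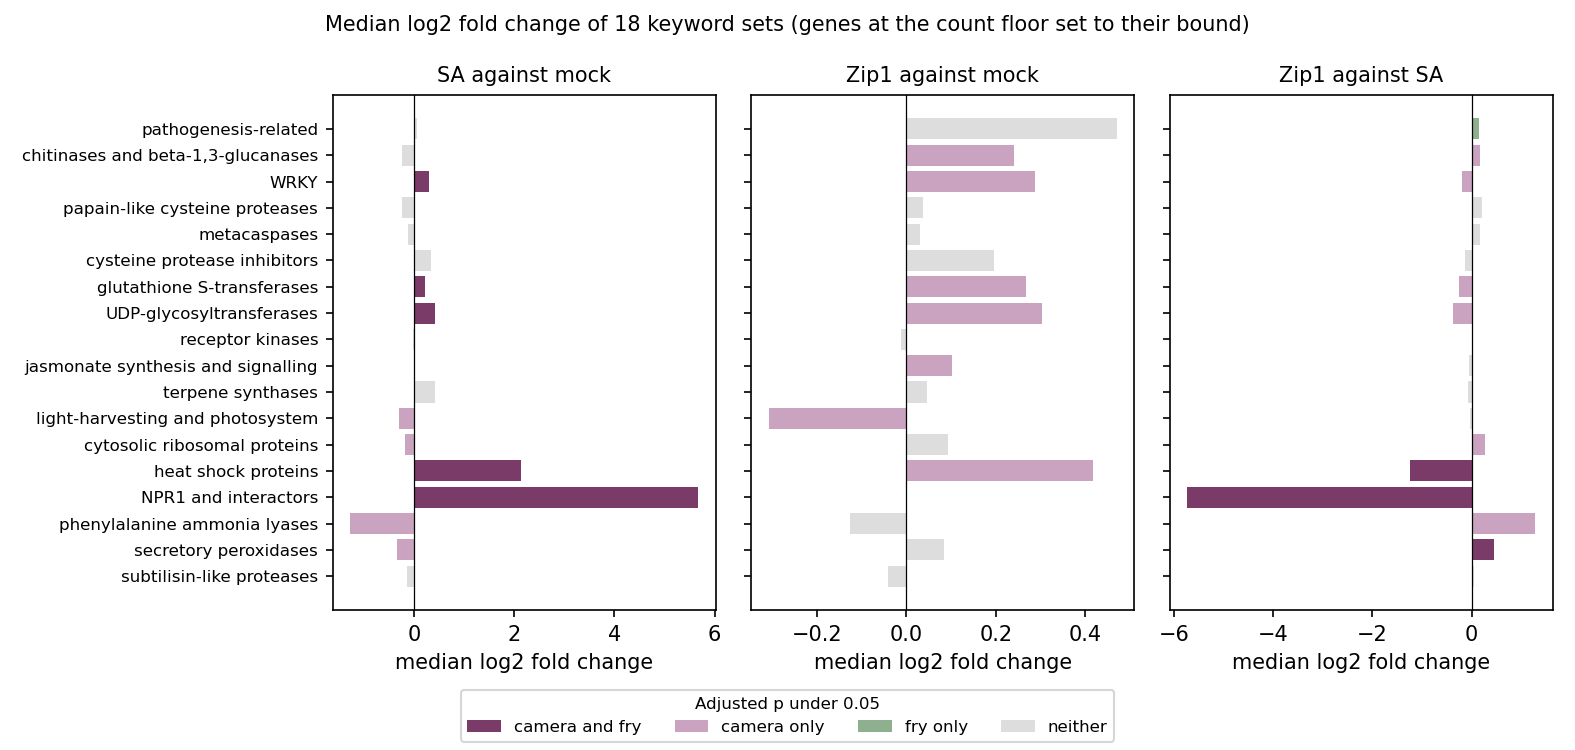
Median log2 fold change of the 18 keyword sets in each comparison, with genes at the count floor set to their bound and bars coloured by which of camera and fry had an adjusted p under 0.05; the horizontal scales differ. With SA the heat shock proteins (2.13) and the set of NPR1 and its interactors (5.67) have the largest medians, and none of the sets passed in both tests for Zip1 against mock, where camera alone passed in 7.

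The 50 heat shock genes had a median log2 fold change of 2.13 with SA (camera adjusted p 3.55e-15, fry 0.00641), and 39 of them had a positive sign. Of these genes, 23 were called among all genes and 29 adjusted over the list alone, all higher. With Zip1 the median was 0.45, or 0.42 with genes at the floor set to their bound (camera adjusted p 0.000225, fry 0.173), with 5 genes called among all genes and 12 adjusted over the list alone. Zip1 against SA gave a median of −1.25 (camera adjusted p 2.70e-12, fry 0.0280). Zm00001eb293780, chaperone protein ClpB1 (chromosome 6, 172120888 to 172124712, plus strand), had 60.7 ± 12 normalised counts in mock, 6463 ± 2472 in SA and 495 ± 295 in Zip1 (SD, n = 3). Its log2 fold change was 6.73 with SA (SE 0.498, adjusted p 5.91e-05) and 3.02 with Zip1 (SE 0.435, adjusted p 0.0195). The Zip1 call was lost without mock replicate 1 (adjusted p 0.113) and without mock replicate 2. This gene overlaps 1 other gene and has a neighbour with the same protein entry.

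The set of NPR1 and its interactors held 5 tested genes, of which 4 were called with SA, both among all genes and adjusted over the list alone. Its median log2 fold change with SA was 6.89, or 5.67 with genes at the floor set to their bound (fry adjusted p 0.000629), and for Zip1 against SA it was −6.58, or −5.73 at the bound. For Zip1 against mock the count of called genes was 0, also at an unadjusted p under 0.05. Zm00001eb285470 (chromosome 6, 148549553 to 148552518, minus strand) carries an NPR1-interacting Pfam domain, but its protein entry is PLASTID MOVEMENT IMPAIRED 1-RELATED 1. It had 27.5 ± 5.89 normalised counts in mock, 3264 ± 672 in SA and 33.7 ± 24.4 in Zip1. Its log2 fold change with SA was 6.89 (SE 0.447, adjusted p 2.28e-05), which is itself the median of the 5 genes. Zm00001eb125390, described as NEGATIVE REGULATOR OF RESISTANCE (chromosome 3, 23000499 to 23002367, plus strand), was at least 51.0-fold higher with SA than in mock (adjusted p 0.000693). The named SA calls of this set passed in all 9 fits that left out 1 library.

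The 92 WRKY genes, 67 glutathione S-transferases and 82 UDP-glycosyltransferases had medians of 0.31, 0.22 and 0.42 with SA, with 20, 22 and 18 genes called, all higher (30, 26 and 26 adjusted over the list alone, of which 26, 25 and 24 were higher). Zm00001eb406000, probable WRKY transcription factor 30, rose from 27.0 ± 3.77 to 1209 ± 581 with SA (log2 fold change 5.48, SE 0.482, adjusted p 0.000120) and was at 25.3 ± 16.3 with Zip1; it overlaps another gene. Zm00001eb141080, a probable glutathione S-transferase, had 647 ± 370 in mock, 51140 ± 9591 in SA and 4074 ± 1517 in Zip1 (SD, n = 3), with 2 neighbours of the same protein entry. Its adjusted p was 7.26e-05 for SA and 0.0246 for Zip1, the latter lost without mock replicate 2 (adjusted p 0.0873), without mock replicate 1 and without Zip1 replicate 2. With Zip1, the medians of the 3 sets were 0.36 (0.29 with genes at the floor set to their bound), 0.27 and 0.30, with 3, 2 and 4 genes called (9, 14 and 12 adjusted over the list alone). Camera passed for all 3 (adjusted p 0.000915, 4.91e-06 and 0.00948), and fry did not (0.0539, 0.0590 and 0.175).

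Further sets passed with camera. The 71 chitinases and beta-1,3-glucanases had a median of 0.24 with Zip1 (camera adjusted p 0.0129, fry 0.110), with 5 genes called and 10 adjusted over the list alone. In this set Zm00001eb272090, chitinase 12, rose from 1829 ± 204 to 9846 ± 2431 normalised counts with Zip1 (log2 fold change 2.43, SE 0.336, adjusted p 0.0154); it was lost without mock replicate 1 (adjusted p 0.0979) and without mock replicate 2, and a neighbour has the same entry. The 75 light-harvesting and photosystem genes had medians of −0.30 with SA (camera adjusted p 0.00959, fry 0.658) and −0.31 with Zip1 (camera adjusted p 3.03e-05, fry 0.573), with 1 and 0 genes called among all genes and 0 in each adjusted over the list alone. At an unadjusted p under 0.05 the number was 5 in each. The 80 genes of jasmonate synthesis and signalling had a median of 0.10 with Zip1 (camera adjusted p 0.0328, fry 0.0539), with 3 genes called and 21 adjusted over the list alone. The 10 phenylalanine ammonia lyases fell with SA (median −1.27, camera adjusted p 0.00227, fry 0.0539), with 1 gene called and 5 adjusted over the list alone, of which 4 were lower. The 323 genes matched by words for cytosolic ribosomal proteins had medians of −0.17 with SA (camera adjusted p 0.00948) and 0.27 for Zip1 against SA (7.29e-06), and fry passed for neither (0.646 and 0.360). In each of these comparisons 3 of the genes were called, both among all genes and adjusted over the list alone, and they went against the median: all 3 were higher with SA than in mock, and all 3 were lower with Zip1 than with SA. In both comparisons they were the same 3 genes, of which 2 were described as 60S ribosomal protein L10 and 1, Zm00001eb024450, as the ribosomal export protein NMD3, which is not a ribosomal protein. The 67 secretory peroxidases had a median of −0.33 with SA (camera adjusted p 0.00386, fry 0.0660), with 4 genes called by either adjustment. They were higher with Zip1 than with SA by both tests (median 0.46, camera adjusted p 0.000104, fry 0.0316), with 6 genes called and 15 adjusted over the list alone. For Zip1 against SA, camera alone also passed for the chitinases and beta-1,3-glucanases (median 0.16, adjusted p 0.00948), the WRKY factors (−0.19, 0.0282), the glutathione S-transferases (−0.26, 0.000297), the UDP-glycosyltransferases (−0.37, 0.00118) and the phenylalanine ammonia lyases (1.28, 0.000915).

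The sets of pathogenesis-related proteins, papain-like cysteine proteases, metacaspases, cysteine protease inhibitors, receptor kinases, terpene synthases and subtilisin-like proteases passed with camera in none of the 3 comparisons. With SA, 3 pathogenesis-related, 38 receptor kinase, 3 terpene synthase and 1 cysteine protease inhibitor genes were called (3, 53, 5 and 3 adjusted over the list alone). For the papain-like proteases, metacaspases and subtilisin-like proteases the number was 0, with 1, 2 and 8 genes at an unadjusted p under 0.05. With Zip1, 10 receptor kinase genes were called (16 adjusted over the list alone) and 0 of the other 6 sets, in which 1 to 8 genes had an unadjusted p under 0.05. Adjusted over the list alone, 1 pathogenesis-related and 1 papain-like protease gene passed, both higher.

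Single members of these sets and of the jasmonate set changed. Zm00001eb014010, pathogenesis-related protein 1 of the Bet v I family (chromosome 1, 46990346 to 46991278, plus strand), had 707 ± 231 normalised counts in mock, 150.5 ± 66.7 in SA and 1254 ± 133 in Zip1 (SD, n = 3). It fell by 2.23 on the log2 scale with SA (SE 0.349, adjusted p 0.00337) and was higher by 3.05 for Zip1 against SA (SE 0.358, adjusted p 0.00134). Both differences passed in all 9 fits that left out 1 library, and 2 neighbours share its protein entry. Of the 3 pathogenesis-related genes called with SA, 1 was higher and 2 were lower. The higher one was Zm00001eb153470, described as the transcriptional activator PTI5 of pathogenesis-related genes. It rose from 92.8 ± 26.4 to 919 ± 287 (log2 fold change 3.30, SE 0.398, adjusted p 0.000776) and passed in all 9 fits. Zm00001eb433330, oryzain beta chain, a papain-like cysteine protease, had 180 ± 79.7 in mock, 173 ± 41.8 in SA and 476 ± 69.8 in Zip1, and overlaps another gene. Its adjusted p was 0.0686 for Zip1 against mock and 0.0269 for Zip1 against SA. The latter was lost without SA replicate 3 (adjusted p 0.0972), without SA replicate 1 and without each Zip1 library. With the replicate number as a block the former was 0.0205, and it ranged up to 0.251 without mock replicate 1. Zm00001eb070510, described as the LRR receptor-like kinase FLS2, rose from 478 ± 142 to 1640 ± 403 with Zip1 (log2 fold change 1.78, SE 0.282, adjusted p 0.0215), a call lost without mock replicate 1 (adjusted p 0.113) and without Zip1 replicate 3. In the jasmonate set, Zm00001eb373030, 12-oxophytodienoate reductase 1, rose with SA from 143 ± 51.3 to 3331 ± 1164 (log2 fold change 4.54, SE 0.364, adjusted p 6.68e-05), and a neighbour has the same protein entry.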

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

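All alternatives in this part were fixed before the data were examined, except membership of the keyword sets by protein entry name, which was chosen after the data were seen. None of the genes named in the text for the 3 comparisons and none of the 25 sets called with camera changed direction under the alternatives run for them. Among sets that camera did not call, the receptor kinases for SA and for Zip1 against mock and the subtilisin-like proteases for Zip1 against mock had opposite directions in camera and fry. Medians of such sets near 0 also changed sign with total counts, for example from −0.04 to 0.04 for the subtilisin-like proteases with Zip1 against mock and from −0.06 to 0.02 for the jasmonate set with Zip1 against SA.

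The numbers of called genes changed by less than 1.5 times with relative log expression factors, with total counts, without a filter, with at least 10 counts in every library, with fits on the 6 libraries compared, with a minimum log2 fold change of 1 and with FPKM + 0.1. Under these, SA against mock gave 1153 to 1436 genes, Zip1 against mock 163 to 270 and Zip1 against SA 771 to 998. With FPKM + 1 the 3 comparisons gave 1433, 138 and 1089, and the number called in both comparisons with mock fell from 135 to 71. Total counts moved the median of all genes to 0.07 for Zip1 against mock and 0.08 for Zip1 against SA, and the share of higher genes in the latter from 37.8% to 45.4%.

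The DESeq2 Wald test gave 2450, 934 and 2038 genes for SA against mock, Zip1 against mock and Zip1 against SA, and 490 in both comparisons with mock; the cause was not tested. In simulated data, drawn with edgeR's own dispersions, it also made 61 false calls where edgeR made 4. An adjusted p under 0.01, a stricter threshold on the same fit, gave 662, 4 and 297 genes, and 3 in both.

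The replicate number as a block gave 2221, 575 and 1553 genes, and 350 in both comparisons with mock. Same-numbered libraries had r from 0.0745 to 0.160 for Zip1 and mock, with 2 of 3 pairs over 0.1, and from 0.0759 to 0.157 for Zip1 and SA, with 1 of 3, so that the pairing is not established for these. Of the genes called without the block, 1403, 203 and 919 were called with it. Among the results of single genes that the text names for the 3 comparisons, with a few further set members, 75 stayed on their side of the threshold with the block, 1 lost its call and 1 gained one. Of all 107 results of set members that were eligible for naming, 8 gained a call with the block and 0 lost one, with 69 called without it. For the sets, the block gave 26 set calls, with all 25 of the others among them and 1 more. It changed no other call among the genes named for these comparisons or the set calls.

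Leaving out each library in turn gave from 839 genes (without SA replicate 3) to 1415 for SA against mock, from 0 (without mock replicate 1) to 243 for Zip1 against mock and from 456 (without Zip1 replicate 3) to 960 for Zip1 against SA. The number called in both comparisons with mock ran from 0 to 136, the correlation of fold changes across genes from 0.370 to 0.562, and the number of set calls from 23 to 28. At the 0 calls for Zip1 without mock replicate 1, 2185 genes had an unadjusted p under 0.05. These fits have 1 library less in a group, and whether the loss came from that or from mock replicate 1 itself was tested only by the other fits: without mock replicate 2 there were 41 calls and without mock replicate 3 there were 164. The correlation of fold changes stayed between 0.446 and 0.531 in the other alternatives.

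Of the 25 set calls with camera, 8 passed with fry, which gave 10 in all, and the estimated correlation gave 0, with 7 tests at an unadjusted p under 0.05. The camera fits differed only in setting the correlation to 0.01 or estimating it, so the loss of calls between them came from that choice. The 25 camera calls thus rest on the assumed value. Why fry called fewer sets was not tested. Relative log expression factors and total counts gave the same 25 set calls, and membership by protein entry name gave 28, of which 23 were among the 25. The rest of the 25 were not tested by entry name, because fewer than 5 genes of the set remained.

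Over all alternatives for the single genes named and the few further set members, 1317 results stayed on their side of the threshold, 194 lost it and 5 gained it. Of the 194 losses, 131 came from leaving out a library and 32 from the stricter threshold. Library totals ran from 28841949 to 38797408 counts. Counting error was not measured per gene, and it is not small for the many named rises and falls with few counts in a group. The biological coefficient of variation was 34.4%, and in the simulated data with 3 libraries per group edgeR recovered 129 of 200 changed genes and DESeq2 156. These genes were changed by more than 1 on the log2 scale and had counts above a set minimum. Recovery of smaller changes or of genes with few counts was not measured. Other numbers of libraries were not tested.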

Other observations

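In this part, the test of clock genes at an unadjusted p and the split of SA calls by their mock counts were chosen only after the results were seen; the other tests were chosen before the results they measure.

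The treated and control libraries were regrouped in all 10 splits of the 6 libraries of each comparison. For SA against mock, 1 of the 10 splits, the real one, gave as many called genes (1269 in fits on the 6 libraries), and every other split gave 0, with at most 1265 genes at an unadjusted p under 0.05 against 4029 in the real split. For Zip1 against mock, 1 of the 10 splits gave as many as the 189 genes, and the others gave 0, but here the split of mock 1, mock 2 and Zip1 1 from the rest reached 2597 genes at an unadjusted p under 0.05, close to the 2627 of the real split. For Zip1 against SA, 1 of the 10 splits gave as many as the 932 genes, and the others 0, with at most 1300 at an unadjusted p under 0.05 against 3857. With 3 libraries against 3 the share cannot go below 1 in 10, so these counts cannot by themselves exclude an accidental grouping. The keyword sets stood out less. As many set calls as in the real split came from 2 of the 10 splits for SA against mock (9 calls), 2 of 10 for Zip1 against mock (7 calls) and 1 of 10 for Zip1 against SA (9 calls, against at most 8). For SA and mock, whose replicate numbers pair the libraries, the 3 other splits that part all pairs gave at most 6 set calls and 0 genes, and the split with 9 set calls parts 1 pair only.

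The correlation of SA and Zip1 fold changes, 0.501, was matched by simulated data with both treatments unchanged (0.504), and was above those with SA as fitted (0.297) or Zip1 as fitted (0.461) and the other unchanged. Different mock libraries left a part of it. When the treatments were set against separate mock libraries, in the 6 ways this can be done, r averaged 0.230 (0.172 to 0.297), while unchanged simulated data gave 0.00183 (−0.0123 to 0.0219, 20 draws). For the 200 genes with the lowest p for Zip1 against 2 mock libraries, the sign of SA against the mock library left out was the same in 76.3% (69% to 85.5%), against 50% if the signs were unrelated. For genes higher with Zip1 it was 78.6% on average (74.7% to 85.4%). For the 10 to 30 genes lower with Zip1 no direction can be given: the share was 86.4% with mock replicate 1 left out of the Zip1 comparison, 36.7% with mock replicate 2 and 50% with mock replicate 3. The mean r and the share over the 200 genes argue against the shared mock libraries as the whole cause. A response common to both treatments is a candidate explanation, and so is any way in which all mock leaves were handled differently from the infiltrations with an active compound; the latter cannot be separated from the groups in this design and was not tested.

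More genes were higher than lower with SA. The share of higher calls was at least 82.2% under the 3 library scalings tried. These moved the median of all genes only between −0.04 and −0.03 for this comparison, too little to decide whether the scaling adds to the asymmetry. It was lower in fits that called more genes, with 69.4% of the 2221 calls with the replicate number as a block and 71.9% of the 2450 calls with the DESeq2 Wald test. Among the 907 called genes above the median of mean expression over all libraries it was 81.0%, but this split cannot decide whether genes at low counts lacked room to fall, since a rise with SA itself moves a gene above the median. Split by mock counts, 502 of the 688 called genes above the median mock count were higher (73.0%), against 90.6% of the 748 below it. Low counts in mock are thus not the whole cause, and how much they add to the asymmetry stays open. A true excess of induced genes at 6 h is a hypothesis that remains. A change in the total RNA of the leaf was not tested, since the counts carry no measure of it.

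For the 6 genes called in opposite directions with SA and Zip1, chance calls against the shared mock libraries cannot be excluded by the simulations. The most such calls in any of 60 draws was 0, but an unchanged treatment had at most 2 calls in a draw, so that opposite calls could hardly occur there. The direct differences of these genes between the treatments held in all 9 fits that left out 1 library, whereas several of their calls against mock did not. Opposite regulation of these genes, among them 3 transporter or sulfate assimilation genes and a beta-1,3-glucanase, is thus a hypothesis. Its steadiest part is the difference between SA and Zip1. The choice of genes by opposite calls already favours such a difference, so that its passing in all 9 fits is not an independent test.

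The rise of heat shock genes with SA had the smallest camera p of the 54 set tests. Of 10000 random lists matched on gene length and mean expression, 100% had a lower median, with the highest at 0.29 against 2.13, and the Spearman rho of fold change with gene length across all genes was −0.0316, which argues against a length bias. The called members fell on 16 different protein entries, from small heat shock proteins to ClpB and the HSP90 family, so reads shared between near-identical copies do not account for them. A stress response of the tissue to 2 mM SA is a candidate explanation. The data do not separate an effect of SA as a hormone from one of the solution itself, for example its acidity, and no control for that was analysed here.

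Libraries with the same replicate number deviated together in all 9 pairs across groups (r from 0.0745 to 0.164, against −0.187 to 0.0435 for different numbers). Deviations cancel within a group by construction, so the 9 pairs are not independent, and their positive r lowers that of different numbers. After the trend of each library on mean expression was removed, the mean r of same-numbered libraries was 0.124, from 0.129 before. Such a trend thus accounted for little of it. A factor shared by all genes of a library hardly changes r across genes, so this does not decide on library size or scaling. Time of day at harvest is a candidate explanation. Of 42 genes matched by clock-related words, 1 passed for the replicate number at an adjusted p under 0.05, Zm00001eb172450, LATE ELONGATED HYPOCOTYL (adjusted p 0.0344), out of 19 genes in all; it overlaps other genes, so its count is uncertain. The 1 of 42 is 19.8 times the share in expression-matched lists (0.12%), and 95.05% of the lists had a lower share. The criteria set beforehand would count this in favour of the explanation, but a single gene was judged too few to decide, a judgement made after the value was seen. At an unadjusted p under 0.05, 12 of the 42 genes (28.6%) passed, against a mean of 17% in matched lists, and 95.7% of the lists had a lower share. The matched lists were drawn gene by gene, so this share overstates the excess if the clock genes vary together. The list of clock genes also holds genes matched by their letters only, such as a cyclin. The values go weakly with harvests at different times of day. A shared day, tray or library preparation for each number stays open. The labels give same-numbered libraries a common letter in the library code, but do not say what the letter or the number stands for.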
